# MicroRNA-125b is a key epigenetic regulatory factor that promotes nuclear transfer reprogramming

**DOI:** 10.1074/jbc.M117.796771

**Published:** 2017-08-09

**Authors:** Jingcheng Zhang, Pengxiang Qu, Chuan Zhou, Xin Liu, Xiaonan Ma, Mengyun Wang, Yongsheng Wang, Jianmin Su, Jun Liu, Yong Zhang

**Keywords:** cloning, embryo, histone methylation, microRNA (miRNA), reprogramming

## Abstract

Somatic cell nuclear transfer (SCNT)-mediated reprogramming is a rapid, efficient, and sophisticated process that reprograms differentiated somatic cells to a pluripotent state. However, many factors in this elaborate reprogramming process remain largely unknown. Here, we report that the microRNA (miR) miR-125b is an important component of SCNT-mediated reprogramming. Luciferase reporter assay, quantitative PCR, and Western blotting demonstrated that miR-125b directly binds the 3′-untranslated region of SUV39H1, encoding the histone-lysine *N*-methyltransferase SUV39H1, to down-regulate histone H3 lysine-9 tri-methylation (H3K9me3) in SCNT embryos. Furthermore, the miR-125b/SUV39H1 interaction induced loss of SUV39H1-mediated H3K9me3, caused heterochromatin relaxation, and promoted the development of SCNT embryos. Transcriptome analyses of SCNT blastomeres indicated that HNF1 homeobox B (HNF1B), a gene encoding a transcription factor downstream of and controlled by the miR-125b/SUV39H1 axis, is important for conferring developmental competence on preimplantation embryos. We conclude that miR-125b promotes SCNT-mediated nuclear reprogramming by targeting SUV39H1 to decrease the deposition of repressive H3K9me3 modifications.

## Introduction

Somatic cell nuclear transfer (SCNT)^4^-mediated reprogramming is a rapid and efficient method used to reprogram differentiated somatic cells to a pluripotent state (1). However, SCNT embryonic development is a very complex process in which all stages are strictly controlled, including protein exchange between the donor nucleus and ooplasm, donor nuclear chromatin remodeling, and embryo gene transcriptional activation (2–4). Each stage is spatially and temporally specific and dependent on precise intrinsic and extrinsic signal regulation. In particular, transcriptional regulation is an essential element in which microRNA (miRNA) is likely to play an important role as a post-transcriptional regulator during nuclear reprogramming and embryonic development (5, 6).

By definition, miRNAs are 21–23-nucleotide-long noncoding RNAs that base pair with the 3′-untranslated regions (UTRs) of target mRNAs to induce degradation and prevent translation (7–9). These important regulatory molecules therefore influence a myriad of cell functions, including the generation of induced pluripotent stem cells and regulation of embryogenesis and animal reproduction (5, 10, 11). However, limited information is available regarding the miRNA(s) responsible for successful nuclear transfer reprogramming.

The recently established miRNA expression profiles of mammalian gonads (6, 10) demonstrate that miR-125b is one of the most abundant miRNAs detected in early embryos (6, 10). However, little is known about the functions and mechanisms of miR-125b in embryonic development, especially during nuclear reprogramming. Recently, *RYBP* (12), a direct target of miR-125b, was found to suppress gene activation within the preimplantation and embryonic genome in early embryonic cells (13). These results suggest that miR-125b may play a potentially important role in SCNT-mediated reprogramming.

Epigenetic modifications work in concert with genetic mechanisms to regulate transcriptional activity during nuclear reprogramming and embryonic development (14). Successful SCNT relies on the erasure of epigenetic modifications from highly differentiated somatic cells followed by the temporally appropriate reestablishment of new epigenetic modifications similar to those found in embryonic cells (15). Numerous experiments have shown incomplete and inappropriate epigenetic reprogramming from SCNT, and developmental abnormalities observed in unsuccessful SCNT embryos have largely been attributed to these aberrant modifications (16), including the trimethylation of histone tails at lysine 9 (H3K9me3) and lysine 27 (H3K27me3) (15, 17–19). H3K9me3 and H3K27me3, which have been associated with chromatin compaction and transcription suppression, dynamically and inappropriately modulate the chromatin structure and function and contribute to abnormal gene expression (17).

In this report we found that miR-125b/SUV39H1 axis promotes embryonically expressed gene expression by inducing SUV39H1-methylated H3K9me3 loss and facilitates SCNT reprogramming. This finding indicates that miR-125b/SUV39H1-dependent histone modification losses are responsible for embryo gene activation and SCNT-mediated nuclear reprogramming.

## Results

### miR-125b is strongly expressed in SCNT embryos and regulates the reprogramming capacity

A previous study has revealed that miR-125b transcription predominantly occurred in bovine oocytes (20), and we demonstrated strong miR-125b expression in mature oocytes and early embryos by quantitative real-time PCR (qPCR; supplemental Fig. S1). Compared with IVF embryos, more abundant miR-125b was observed in SCNT embryos during the early stage (supplemental Fig. S1). Therefore, we hypothesized that miR-125b might be important for successful SCNT-mediated nuclear reprogramming.

To test this hypothesis, we first injected reconstructed SCNT embryos (2–3 h post-activation; *i.e.* one-cell stage) with either a miR-125b inhibitor or mimic. Then, we next tracked the *in vitro* developmental capacities of SCNT embryos as an indicator of reprogramming efficiency. Although injection with miR-125b inhibitor did not show an obvious effect on the developmental rates of most SCNT embryos before the end of the eight-cell stage and completion of embryo gene activation (EGA), developmental retardation became evident during the blastocyst stage (Fig. 1, *A* and *C*, and Table 1), and the hatching rates and quality of the blastocysts were largely reduced (Fig. 1, *A* and *E*, Table 1, and supplemental Fig. S2*A*). Furthermore, as expected, the overexpression of miR-125b (using an injected mimic) had no effect on the developmental rate of SCNT embryos before the morula stage but led to an increased rate during the blastocyst stage (Fig. 1, *B* and *D*, and Table 1). More importantly, the hatching rates and blastocyst quality improved after miR-125b overexpression (Fig. 1, *B* and *F*, Table 1, and supplemental Fig. S2*B*). This finding suggests that miR-125b alters the developmental capacities of SCNT embryos, especially after EGA, and is important for SCNT-mediated nuclear reprogramming.

**Figure 1.**
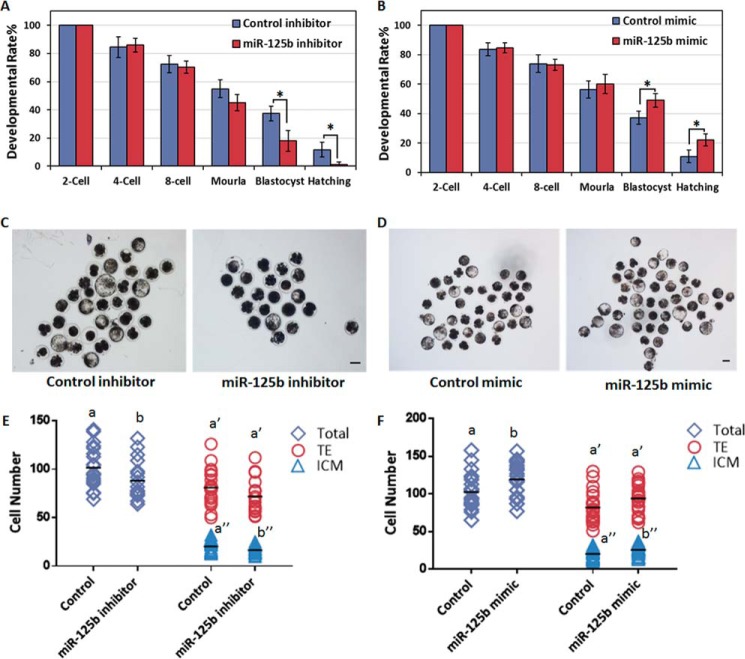
**miR-125b regulates NT-mediated nuclear reprogramming.** *A* and *B*, miR-125b regulates the formation and hatching of NT-blastocysts. Shown are control and miR-125b inhibitor (*A*)- or miR-125b mimic-injected embryos (*B*). Data indicate the percentages of embryos that reached the indicated stages (*, *p* < 0.05). *Error bars* indicate S.D. *C* and *D*, representative images of control, miR-125b inhibitor (*C*) and miR-125b mimic-injected somatic cell NT-embryos (*D*) at 8 days post-activation. *Scale bar* = 150 μm. *E* and *F*, plots show the total: ICM and TE cell numbers of control; miR-125b inhibitor (*E*) and miR-125b mimic-injected somatic cell NT-embryos (*F*). Different characters *a*, *b* (total), a′, *b*′ (TE), or *a*″, *b*″ (ICM) above the plots indicate significant differences (*p* < 0.05).

**Table 1:** **Effect of miR-125b on *in vitro* development of NT-embryos** Values with different superscripts within columns denote significant difference (*p* < 0.05).

Groups	Repeats	Reconstructed embryos	% cleaved per 1-cell ± S.D.	% 4-cell per 2-cell ± S.D.	% 8-cell per 2-cell ± S.D.	% morula per 2-cell ± S.D.	% blast per 2-cell ± S.D.	% hatching per 2-cell ± S.D.
Control inhibitor	3	91	86.7 ± 6.0	84.5 ± 7.3	72.4 ± 6.3	54.9 ± 6.3	37.4 ± 5.3^a^	11.8 ± 5.3^a^
miR-125b inhibitor	3	94	89.6 ± 11.0	85.9 ± 4.8	70.2 ± 4.3	45.1 ± 5.8	18.1 ± 7.4^b^	1.2 ± 2.0^b^
Control mimic	3	114	86.9 ± 4.2	83.8 ± 4.5	73.9 ± 5.9	56.4 ± 5.8	37.2 ± 4.3^a^	11.0 ± 4.4^a^
miR-125b mimic	3	126	84.4 ± 6.5	84.7 ± 3.3	73.2 ± 3.7	60.1 ± 6.6	49.1 ± 4.7^b^	22.3 ± 4.2^b^

### miR-125b triggers histone modifications, including a decrease in H3K9me3 deposition and heterochromatin relaxation

Recently, several groups independently demonstrated that aberrant histone modifications lead to nuclear reprogramming failures (19, 21–24). In accordance with the finding that miR-125b affects EGA completion in SCNT embryos, we wondered whether this effect on reprograming might be mediated by altered histone modification. Thus, we examined global H3 methylation and observed a global increase in H3K9me3 during the EGA stage (eight-cell stage) after miR-125b inhibitor injection (Fig. 2*A*). Immunostaining revealed an increased number of H3K9me3 foci in miR-125b inhibitor-injected embryos (Fig. 2*B*), the heterochromatin is enriched for H3K9me3 in mammalian cells, we hypothesized that a miR-125b inhibitor affects heterochromatin structure by inducing H3K9me3 accumulation. To confirm this hypothesis, we selectively evaluated the transcripts of several genomic repetitive elements that serve as markers of altered heterochromatin structure (25). Specifically, the expression of these transcripts increases upon heterochromatin relaxation (25, 26). We observed a block in the relative expression of satellites at the eight-cell stage when miR-125b was inhibited (Fig. 2*C*), suggesting less relaxation of the heterochromatin structure. Concomitantly, miR-125b overexpression led to clear reduces in global H3K9me3 levels and decreased the number of H3K9me3 foci among the heterochromatin (Fig. 2, *D–E*). Furthermore, satellite expression was enhanced in SCNT embryos injected with miR-125b mimics (Fig. 2*F*). Taken together, these findings indicate that miR-125b reduces H3K9me3 and promotes heterochromatin relaxation in SCNT embryos.

**Figure 2.**
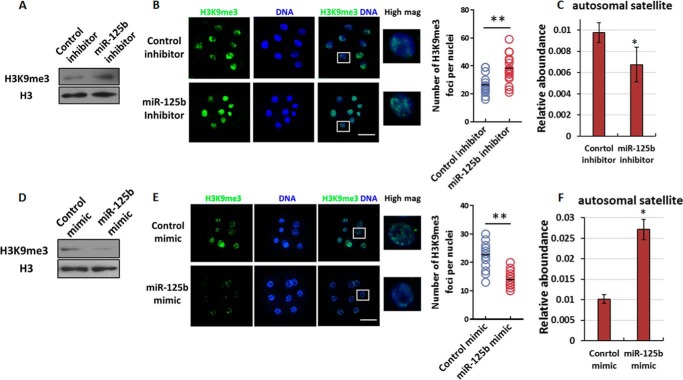
**Effect of miR-125b on H3K9me3 levels and heterochromatin deposition.** *A*, immunoblotting analysis of the H3K9me3 abundance in SCNT embryos after miR-125b knockdown. The protein expression levels are normalized to histone H3 levels. *B*, immunofluorescence analysis of H3K9me3 in miR-125b-knockdown SCNT embryos at the eight-cell stage. *Scale bars* = 100 μm. The *graph at right* shows the number of heterochromatin foci per nuclei (**, *p* < 0.01). *C*, qPCR analysis of satellite expression in SCNT embryos after miR-125b knockdown. The GAPDH expression level was set to 1.0. The results were obtained from triplicate experiments. Each experiment used 10–15 embryos (*, *p* < 0.05). *Bars* indicate the S.E. *D* and *E*, immunoblotting (*D*) and immunofluorescence (*E*) analyses of H3K9me3 levels in miR-125b-overexpressing SCNT embryos, as described in *A* and *B. F*, qPCR analysis of satellite expression in miR-125b-overexpressing SCNT embryos at the eight-cell stage (*, *p* < 0.05). The GAPDH level was set to 1.0. *Bars* indicate the S.E.

### miR-125b directly targets SUV39H1

We next addressed the molecular mechanism by which miR-125b regulates nuclear reprogramming during SCNT embryonic development. Individual miRNAs can regulate target mRNAs at the post-transcriptional level to inhibit target gene expression through translational repression or by directly degrading the nucleic acid (9). We accordingly searched for potential mRNA targets of miR-125b using the PicTar, miRanda, and TargetScan algorithms. Among the predicted candidates, the 3′-UTR of *SUV39H1*, which encodes a protein important for both histone modification and embryonic development, contains a miR-125b target-binding site (Fig. 3*A*) (21, 27).

**Figure 3.**
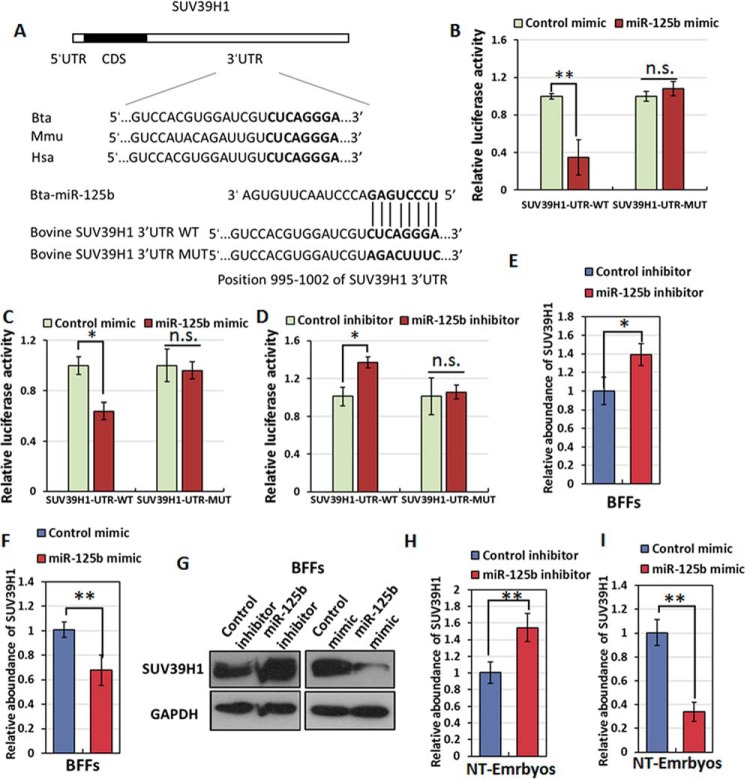
**SUV39H1 is a direct target of miR-125b.** *A*, putative miR-125b target binding sites in the bovine *SUV39H1* UTRs. *CDS*, coding sequence. *B*, relative luciferase activity in HEK293T cells co-transfected with miR-125b and reporter constructs containing the mutant *SUV39H1* 3′-UTR. *n.s.*, not significant. *C* and *D*, relative luciferase activities in BFFs co-transfected with a reporter construct containing the mutant *SUV39H1* 3′-UTR and either a miR-125b (*C*) or miR-125b inhibitor (*D*). *E* and *F*, the relative SUV39H1 mRNA levels in BFFs were determined by qPCR 2 days after miR-125b inhibitor transfection (*E*) or miR-125b overexpression (*F*). *Bars* indicate the S.E. *G*, relative SUV39H1 protein levels in BFFs were determined by immunoblotting 2 days after miR-125b overexpression or miR-125b inhibitor transfection. *H* and *I*, relative SUV39H1 mRNA levels in four-cell stage SCNT embryos were determined by qPCR after miR-125b inhibitor (*H*) or miR-125b injection (*I*). *Bars* indicate the S.E. *, *p* < 0.05; **, *p* < 0.01.

To directly test whether *SUV39H1* is a target of miR-125b, the 3′-UTR of *SUV39H1* was cloned in a luciferase reporter vector, and the resulting construct was co-transfected with a miR-125b mimic into the human cell line HEK293T. Luciferase expression effectively decreased after the co-expression of miR-125b with the *SUV39H1* 3′-UTR (Fig. 3*B*). To test whether the predicted miR-125b target site in the *SUV39H1* 3′-UTR is critical for the miR-125b-mediated repression of SUV39H1 expression, we introduced mutations into the seed sequences of the predicted miR-125b-binding sites (Fig. 3*A*). These mutations within the *SUV39H1* 3′-UTR abolished the inhibitory effects of miR-125b on luciferase expression (Fig. 3*B*), suggesting that SUV39H1 is directly regulated by miR-125b. We also tested whether miR-125b regulates SUV39H1 expression levels in bovine cells and embryos and observed similar results from a luciferase reporter assay conducted in bovine fetal fibroblast cells (BFFs) (Fig. 3*C*). Additionally, we conducted a luciferase reporter assay in the presence of a miR-125b inhibitor to exclude the effects of endogenous miR-125b on luciferase activity and observed a much higher luciferase activity level from the *SUV39H1* 3′-UTR construct in the presence of miR-125b inhibitors compared with the control (Fig. 3*D*).

To further confirm the regulatory relationship between miR-125b and SUV39H1, we performed qPCR and immunoblot assays to determine the SUV39H1 mRNA and protein levels in BFFs. We further determined that the endogenous SUV39H1 level was suppressed in response to miR-125b overexpression and enhanced in response to miR-125b inhibition in both BFFs and SCNT embryos. (Fig. 3, *E–I*). Collectively, these results demonstrate that miR-125b negatively regulates SUV39H1 expression at the post-transcriptional level in BFFs and SCNT embryos.

### miR-125b promotes SCNT-mediated reprogramming by causing a loss of SUV39H1-mediated H3K9me3 and inducing heterochromatin structural changes

As demonstrated above, miR-125b mediates the loss of H3K9me3 and promotes heterochromatin relaxation in SCNT embryos during EGA stage (eight-cell stage) and also negatively regulates the abundance of the histone methyltransferase SUV39H1. Accordingly, we investigated whether miR-125b affects H3K9me3 levels via SUV39H1. After confirming knockdown efficiency (supplemental Fig. S3), we performed immunoblot analysis which revealed that SUV39H1-knockdown BFFs and eight-cell-stage SCNT embryos did not exhibit an increase in H3K9me3 in response to miR-125b inhibitor treatment (Fig. 4, *A–B*). In SCNT embryos, SUV39H1 knockdown also activated satellite expression (Fig. 4*C*). Therefore, SUV39H1 down-regulation endowed SCNT embryos with resistance to miR-125b inhibitor-induced H3K9me3 and heterochromatin accumulation in embryos.

**Figure 4.**
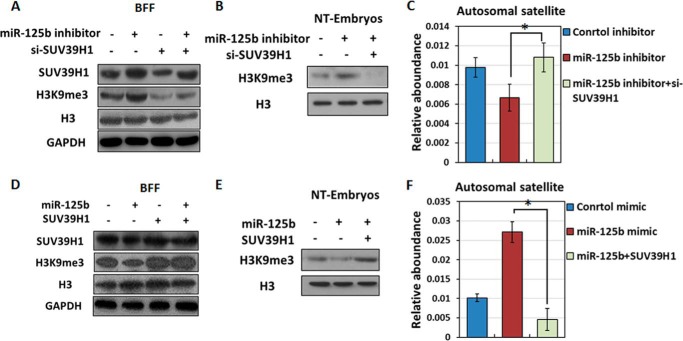
**Effect of the miR-125b/SUV39H1 axis on H3K9me3 levels and heterochromatin deposition.** *A* and *B*, immunoblotting analysis of H3K9me3 levels after knockdown of both miR-125b and SUV39H1 in BFFs (*A*) or SCNT embryos (*B*). Protein expression levels were normalized to histone H3 levels. *C*, qPCR analysis of satellite expression in SCNT embryos after knockdown of both miR-125b and SUV39H1 (*, *p* < 0.05). The GAPDH level was set to 1.0. *Bars* indicate the S.E. *D* and *E*, immunoblotting analysis of H3K9me3 levels after overexpressing both miR-125b and SUV39H1 in BFFs (*D*) and SCNT embryos (*E*). Protein expression levels were normalized to the histone H3 levels. *F*, qPCR analysis of satellite expression in SCNT embryos after overexpressing both miR-125b and SUV39H1 (*, *p* < 0.05). The GAPDH level was set to 1.0. *Bars* indicate the S.E.

We also evaluated the role of SUV39H1 overexpression in BFFs and EGA-stage SCNT embryos through co-transfer experiments with miR-125b mimics. Unsurprisingly, SUV39H1-overexpressing BFFs and SCNT embryos could resist the miR-125b mimic-induced decrease in H3K9me3 (Fig. 4, *D* and *E*). Additionally, SUV39H1 overexpression repressed satellite expression in eight-cell SCNT embryos (Fig. 4*F*). These findings, which are consistent with the results obtained from the miRNA inhibitor/siRNA-injected group, suggest that the miR-125b/SUV39H1 axis induces the loss of SUV39H1-mediated H3K9me3 and structural changes in heterochromatin.

miR-125b is critically important for SCNT embryonic development, especially after EGA. The above findings suggest that the effects of the miR-125b/SUV39H1 axis on histone modification and chromatin structure might alter EGA gene expression and thereby affect nuclear reprogramming in SCNT embryos. To test the effect on SCNT embryo capacity, we co-injected pronuclear-stage SCNT embryos with a miR-125b inhibitor and either siRNAs targeting SUV39H1 or control siRNAs and tracked preimplantation development to assess the nuclear reprogramming efficiency. SUV39H1 knockdown blocked the miR-125b inhibitor-induced increases in H3K9me3 deposition and heterochromatin formation (Fig. 4, *B* and *C*) and rescued the developmental defects of SCNT embryos caused by miR-125b depletion (Fig. 5, *A*, *C*, and *E*, Table 2, and supplemental Fig. S2*C*). In contrast, SUV39H1 overexpression antagonized the loss of H3K9me3, promoted by the miR-125b mimic, and promoted heterochromatin formation (Fig. 4, *E* and *F*), whereas suppressed facilitation of SCNT embryos caused by miR-125b (Fig. 5, *B*, *D*, and *F*, Table 2, and supplemental Fig. S2*D*). These results suggest that down-regulation of SUV39H1, which reduces H3K9me3 and accelerates heterochromatin relaxation in EGA stage SCNT embryos, is important for miR-125b-induced reprogramming.

**Figure 5.**
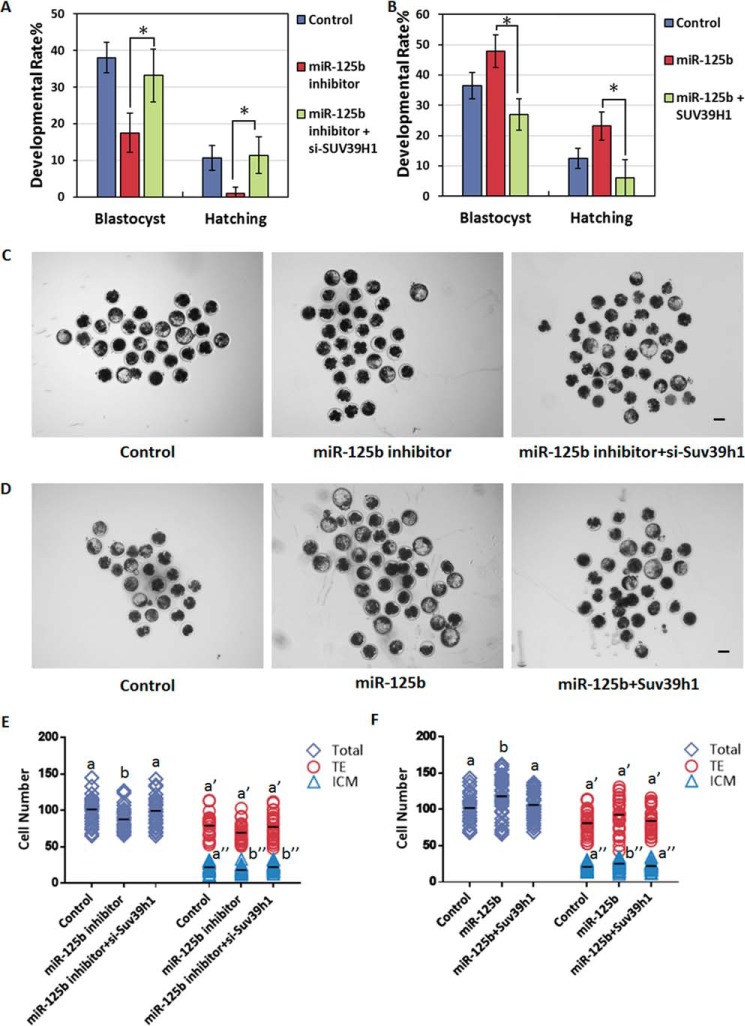
**The miR-125b/SUV39H1 axis regulates development of NT embryos.** *A* and *B*, the miR-125b/SUV39H1 axis regulates NT-blastocyst formation and hatching. Shown are control embryos and the embryos injected with either a miR-125b inhibitor and si-SUV39H1 (*A*) or a miR-125b mimic and SUV39H1 (*B*). The percentages of embryos that reached the indicated stages are shown (*, *p* < 0.05). *Error bars* indicate S.D. *C* and *D*, representative images of control SCNT embryos and those injected with either a miR-125b inhibitor and si-SUV39H1 (*C*) or a miR-125b mimic and SUV39H1 (*D*) at 8 days post-activation. *Scale bar* = 150 μm. *E* and *F*, plots show the total: ICM and TE cell numbers of control; miR-125b inhibitor (*E*) and miR-125b mimic-injected somatic cell NT-embryos (*F*). Different characters *a*, *b* (total), a′, b′ (TE), or a″, b″ (ICM) above plots indicate significant differences (*p* < 0.05).

**Table 2:** **Effect of miR-125b/SUV39H1 axis on *in vitro* development of NT-embryos** Values with different superscripts within columns denote significant difference (*p* < 0.05).

Groups	Repeats	No. of reconstructed 1-cell embryos	% cleaved per 1-cell ± S.D.	% blast per 2-cell ± S.D.	% hatching per 2-cell ± S.D.
Control	3	97	86.6 ± 3.3	38.0 ± 4.3^a^	10.7 ± 3.4^a^
miR-125b inhibitor	3	99	88.6 ± 5.2	17.5 ± 5.3^b^	1.0 ± 1.7^b^
miR-125b inhibitor + siSUV39H1	3	107	82.4 ± 3.6	33.2 ± 7.2^a^	11.4 ± 5.0^a^
Control	3	92	85.8 ± 6.7	36.5 ± 4.3^a^	12.4 ± 3.3^a^
miR-125b	3	119	84.7 ± 2.1	47.9 ± 5.4^b^	23.2 ± 4.7^b^
miR-125b+SUV39H1	3	95	85.3 ± 3.6	27.0 ± 5.1^a^	6.0 ± 6.0^a^

### The miR-125b/SUV39H1 axis promotes EGA and alters downstream gene HNF1B expression

To determine how the miR-125b/SUV39H1/H3K9me3 axis affects SCNT reprogramming, especially EGA, we analyzed the gene expression profiles of SUV39H1-knockdown eight-cell nuclear transfer (NT)-embryos and identified 3144 up-regulated genes compared with the control. 

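The RNA-seq experiment compared control SCNT embryos with SCNT embryos injected with an siRNA against SUV39H1 (si-SUV39H1), both collected at the 8-cell stage, with 3 libraries in each group. The number of embryos collected is given as 20, without stating whether this is per library or per group. An siRNA is a short double-stranded RNA that lowers the level of the mRNA it matches. The siRNA was injected at 16 μM in a volume of 10 pl between 8 and 9 h after activation. No injection is stated for the sequenced control embryos, which the paper elsewhere calls wild-type. An effect of the injection itself therefore cannot be ruled out as a part of any difference between the groups. The authors aligned the reads to the bovine genome build UMD 3.1 with Tophat and calculated FPKM, the number of fragments of a gene scaled by transcript length and by the mapped reads of the library, with Cufflinks. Each of the 6 deposited tables lists an FPKM value for the same 24616 genes by Ensembl identifier, without gene symbols, fragment counts or quality flags. The summed FPKM was 716999.9, 671887.0 and 717725.4 in control replicates 1, 2 and 3, and 655433.0, 721567.8 and 682080.6 in si-SUV39H1 replicates 1, 2 and 3. Of the listed genes, 18777 had an FPKM above 0 in at least 1 sample. The 10505 genes with an FPKM of at least 1 in at least 3 of the 6 samples were tested with limma on log2(FPKM + 1). On this scale a fold change understates the change of genes with low FPKM. The p-values were adjusted by the Benjamini-Hochberg method. No sequencing batch is given for the samples, so no comparison within batches could be made.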

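At an adjusted p-value threshold of 0.05, limma gave 0 up-regulated and 0 down-regulated genes among the 10505 tested, and the smallest adjusted p-value was 0.118. The standard error of the log2 fold change had a median of 0.317 across genes. On simulated data with the gene means and spread of these samples, the same fit recovered 77% of 200 genes changed by 2 on the log2 scale, and 0% of 200 genes changed by 1. Only 200 genes were changed in each simulation, and recovery with many more changed genes was not simulated. Without adjustment, 861 genes were higher and 185 lower at a p-value threshold of 0.05 in limma. A count by fold change alone, with no test, gave 276 genes whose mean FPKM plus 1 was at least 2 times higher in si-SUV39H1 embryos and 36 genes at least 2 times lower. This count depended most on the treatment of low values. With no pseudocount and no filter, 3798 genes had a mean FPKM at least 2 times higher and 1603 at least 2 times lower. Of the 3798 higher genes, 2888 had a mean FPKM below 1 in both groups. Libraries of both groups are numbered 1 to 3 in the labels. With that number as a replicate block, limma again gave 0 up-regulated and 0 down-regulated genes at the adjusted threshold, with a smallest adjusted p-value of 0.295, and 577 higher and 108 lower genes without adjustment. The pairing comes from the labels only. Across genes, the deviations of libraries with the same number from their group means had a mean correlation of -0.234 over 3 pairs. The 6 pairs with different numbers had a mean of 0.114. Deviations sum to 0 within a group, so that mean is tied to the first and is no independent comparison. The same-number correlations ran from -0.330 to -0.182, so the numbers did not mark libraries that deviated together.

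**Figure D1:**
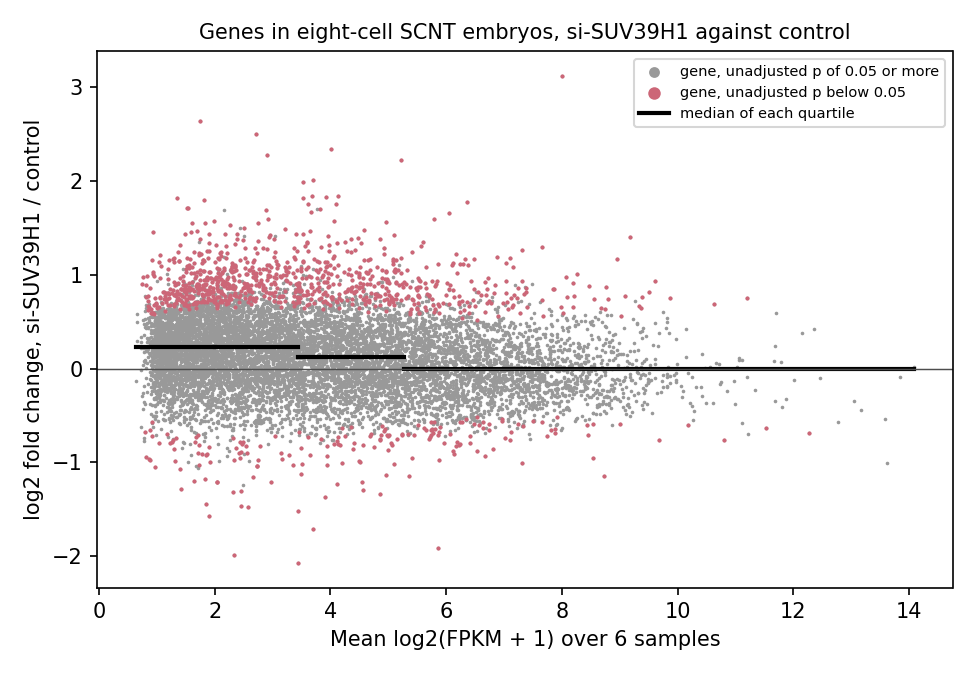
Log2 fold change (si-SUV39H1 over control, n = 3 each, log2(FPKM + 1) scale) against mean log2(FPKM + 1) for each of the 10505 tested genes. Red points are the genes with an unadjusted limma p-value below 0.05 (861 above and 185 below the line at 0), gray points are the others, and black lines mark the median of each quartile of mean expression, from 0.229 in the lowest to -0.001 in the highest.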

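Among the 10505 tested genes, 6675 had a higher mean log2(FPKM + 1) in si-SUV39H1 than in control 8-cell SCNT embryos, which is 63.5%, and 3830 had a lower one. The median log2 fold change over these genes was 0.146. The median standard error of 0.317 belongs to single genes and does not measure the error of this median. From the 5th to the 95th percentile, log2 fold changes ran from -0.511 to 0.856, and the extremes were -2.07 and 3.12. The excess of higher genes lay among genes of low and intermediate expression. In the lowest quartile of mean log2(FPKM + 1), 72.4% of 2627 genes were higher in si-SUV39H1 embryos, with a median log2 fold change of 0.229. In the quartiles above it 69.9% and then 62.0% of genes were higher, and in the highest quartile 49.8%, with a median log2 fold change of -0.001. Without control replicate 3, the difference between the lowest and the highest quartile fell from 22.6 to 10.1 percentage points. Genes are not independent replicates, so these shares carry no p-value. Quantile normalization changed the direction most, leaving 517 higher and 510 lower genes at an unadjusted limma p-value threshold of 0.05, in place of 861 and 185. It removes any shift shared by most genes, whether technical or biological, so this balance cannot show the source of the excess. The Gene Ontology categories of Fig. 6A could not be recomputed, because gene symbols and category annotations are not in the files analysed here. From the categories it found among its up-regulated genes, the paper concludes that knockdown of SUV39H1 promotes EGA, the start of transcription from the embryo's own genome, and embryonic development in NT embryos.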

A Gene Ontology (GO) analysis of these genes identified the activation of “embryo development,” “RNA polymerase II transcription factor activity,” and “transcription factor activity, sequence-specific DNA binding” (Fig. 6*A*), indicating that SUV39H1 knockdown promotes EGA and embryonic development during NT-mediated nuclear reprogramming.

**Figure 6.**
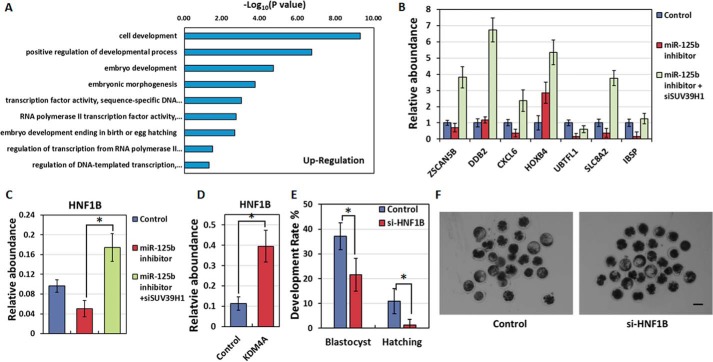
**Identification of genes downstream of the miR-125b/SUV39H1 axis.** *A*, Gene Ontology analysis of up-regulated genes in SUV39H1-knockdown SCNT embryos. *B*, qPCR analysis of EGA-related genes in eight-cell SCNT embryos. *C*, qPCR analysis of HNF1B expression levels in control 8-cell SCNT embryos and those injected with miR-125b inhibitor in the presence or absence of SUV39H1 (*, *p* < 0.05). The GAPDH level was set to 1.0. Results were obtained from triplicate experiments. *Bars* indicate the S.E. *D*, qPCR analysis of gene expression levels in control and KDM4A-injected eight-cell SCNT embryos (*, *p* < 0.05). The GAPDH level was set to 1.0. Results were obtained from triplicate experiments. *Bars* indicate the S.E. *E*, quantification of embryos that developed to the blastocyst stage after injection with control siRNA or si-HNF1B. The percentages of embryos that reached the indicated stages are shown (*, *p* < 0.05). The *error bars* indicate S.D. *F*, representative images of control and si-HNF1B injected SCNT embryos at 8 days post-activation. *Scale bar* = 150 μm.

We next attempted to detect the key genes controlled by miR-125b/SUV39H1/H3K9me3 axis in each of these GO categories and found that the miR-125b/SUV39H1 axis could promote EGA, as demonstrated by the expression of several EGA markers (Fig. 6*B*). Furthermore, through microinjection and qPCR experiments, we confirmed that *HNF1B*, a gene classified in both the RNA polymerase II transcription factor activity and transcription factor activity, sequence-specific DNA binding categories, was affected by the miR-125b/SUV39H1 axis (Fig. 6*C*). To further confirm that *HNF1B* is regulated by H3K9me3, we injected KDM4A, a specific H3K9me3 demethylase, and observed significantly enhanced *HNF1B* expression compared with the control (Fig. 6*D*). These results demonstrate that *HNF1B* is controlled by the miR-125b/SUV39H1/H3K9me3 pathway.

*HNF1B*-null mouse embryos exhibited an absence of blastocoels and implantation lethality, thus suggesting the importance of this gene for NT-mediated nuclear reprogramming (28, 29). The miR-125b/SUV39H1/H3K9me3 axis might improve the reprogramming capacities of early embryos by inducing *HNF1B* expression and thereby increasing mRNA transcription. Indeed, *HNF1B* depletion reduced the developmental competence of bovine SCNT embryos (Fig. 6, *E* and *F*, Table 3). Taken together, these data indicate that the miR-125b/SUV39H1 axis affects EGA within SCNT embryos. Furthermore, *HNF1B* expression, which is regulated by the miR-125b/SUV39H1/H3K9me3 axis, is a critical step in the developmental competence of bovine SCNT embryos.

**Table 3:** **Effect of HNF1B on *in vitro* development of NT-embryos** Values with different superscripts within columns denote significant difference (*p* < 0.05).

Groups	Repeats	No. of reconstructed 1-cell embryos	% cleaved per 1-cell ± S.D.	% blast per 2-cell ± S.D.	% hatching per 2-cell ± S.D.
Control	3	90	89.1 ± 3.7	34.1 ± 5.4^a^	10.9 ± 5.0^a^
si-HNF1B	3	99	87.9 ± 6.1	21.5 ± 6.6^b^	1.3 ± 2.2^b^

## Discussion

As described earlier, SCNT is a rapid but complex process that can be used to reprogram a differentiated somatic cell into a pluripotent state (30). Therefore, identification and characterization of the regulator of this intricate process can help us to further understand the NT-mediated nuclear reprogramming. Through the present study, we found that the miR-125b/SUV39H1 axis is important for the SCNT-induced reprogramming by reducing H3K9me3 deposition, promoting heterochromatin relaxation, and embryo gene activation.

A previous study observed strong miR-125b expression in oocytes and preimplantation embryos (6), and miR-125b overexpression in GV oocytes was found to inhibit the development of fertilized eggs by targeting LIN28A/Seabox (31). However, in our model, although we demonstrated strong miR-125b expression before the eight-cell stage, LIN28A/Seabox is expressed at very low levels in bovine preimplantation embryos (supplemental Fig. S4*A*). Furthermore, during EGA, genes downstream of miR-125b-LIN28A/SEABOX were not affected by miR-125b inhibitors (supplemental Fig. S4*B*), suggesting that the miR-125b-LIN28A/SEABOX pathway does not exist in bovine SCNT embryos and that miR-125b targets other genes. Accordingly, we found that SUV39H1, which encodes a protein involved in histone methylation, nuclear reprogramming, and embryonic development, was down-regulated by miR-125b in SCNT embryos. By measuring satellite expression, we further demonstrated that the miR-125b/SUV39H1 axis could induce a SUV39H1-mediated loss of H3K9me3 and thus promote structural changes in heterochromatin, consistent with previous reports of the miR-125b/SUV39H1 axis effects on hematopoietic stem cells (32). In addition, several studies demonstrated that aberrant histone modifications and heterochromatin deposition lead to post-EGA reprogramming failures (15, 17, 21). Thus, we suppose that the miR-125b-mediated inhibition of SUV39H1 might facilitate NT reprogramming. To test this point, we blocked the effect of miR-125b inhibition in SCNT embryos by using si-SUV39H1 and observed a reversal of developmental failure; in contrast, SUV39H1 overexpression reversed the promotion of SCNT embryos caused by miR-125b. We therefore conclude that SUV39H1 is important for miR-125b-induced SCNT reprogramming because of its abilities to reduce the H3K9me3 level and alter heterochromatin distribution.

Recent studies that reported the effects of H3K9me3 on SCNT used an additional histone demethylase to remove H3K9me3 from reprograming-resistant regions and to significantly improve the reprogramming efficiency of SCNT (17, 21, 24). We selected KDM4B, a H3K9me3 demethylase that is highly expressed during the early SCNT embryos (supplemental Fig. S5), to compare the positive effects of miR-125b and histone H3K9me3 demethylase. Similar to miR-125b, KDM4B also improved the blastocyst formation rates (supplemental Fig. S6 and Table 4), but the level of improvement was not as drastic as that of mice. One possible explanation for this difference is the relatively imperfect bovine *in vitro* culture system. In bovine, only a small part of cleaved IVF embryo has the capacity to develop into the blastocyst stage (>90% in mice *versus* 46–50% in bovine) (33–37).

**Table 4:** **Preimplantation development of SCNT embryos injected with KDM4B** Values with different superscripts within columns denote significant difference (*p* < 0.05).

Groups	Repeats	Reconstructed embryos	% cleaved per 1-cell ± S.D.	% 4-cell per 2-cell ± S.D.	% 8-cell per 2-cell ± S.D.	% morula per 2-cell ± S.D.	% blast per 2-cell ± S.D.	% hatching per 2-cell ± S.D.
Control	3	94	87.1 ± 8.0	84.3 ± 7.8	73.4 ± 6.8	56.0 ± 6.5	36.4 ± 4.3^a^	12.3 ± 4.8^a^
KDM4B	3	102	87.5 ± 5.2	86.1 ± 6.0	76.0 ± 6.4	63.4 ± 5.9	53.4 ± 6.9^b^	24.4 ± 3.9^b^

In mammals, H3K9me3 affects transcription silencing and heterochromatin formation (38). Because the nuclear lamina can interact with and tether heterochromatin, thereby reducing access to gene silencing abilities (39), H3K9me3-initiated heterochromatin structural changes can obstruct transcriptional activation. 

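RNA-seq profiles of control and si-SUV39H1 SCNT embryos at the 8-cell stage were first compared sample by sample. The number of genes with an FPKM of at least 1 was 10565, 10088 and 9483 in control replicates 1 to 3, and 10476, 10573 and 10812 in si-SUV39H1 replicates 1 to 3. The group means were 10045 ± 542 (SD, n = 3) and 10620 ± 173 (SD, n = 3), and the difference of 575 genes was of the size of the control spread (exact permutation test, p = 0.2). With 3 samples against 3, the smallest p-value this test allows is 0.1. Leaving out control replicate 3 moved the difference most, to 293.8 genes. The 100 genes with the highest FPKM held 36.7% ± 0.7 (SD, n = 3) of the summed FPKM in control and 33.4% ± 1.7 (SD, n = 3) in si-SUV39H1 embryos, a difference of the same sign for every pair of samples (exact permutation test, p = 0.1).

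**Figure D2:**
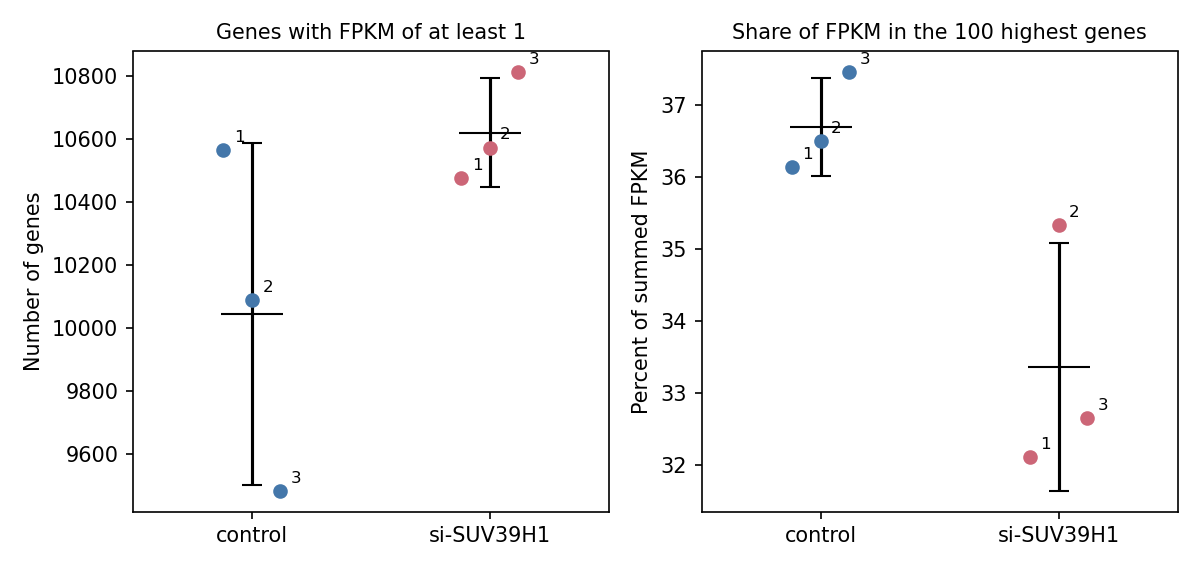
Number of genes with an FPKM of at least 1 (left) and percent of the summed FPKM held by the 100 highest genes (right) in each sample. Points are samples labeled with their replicate number, horizontal lines are group means and error bars are SD (n = 3), and neither axis starts at 0; on the left control replicate 3 is the lowest at 9483 genes, and on the right all control samples lie above all si-SUV39H1 samples.

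Across the tested genes, Pearson correlations of log2(FPKM + 1) between samples ranged from 0.957 to 0.977 within the control group, from 0.950 to 0.978 within the si-SUV39H1 group and from 0.941 to 0.967 between the groups. The root mean square difference in log2(FPKM + 1) averaged 0.641 over the 3 control pairs, 0.614 over the 3 si-SUV39H1 pairs and 0.679 over the 9 pairs between groups, so libraries of the same group were nearly as far apart as libraries of different groups. The first principal component held 42.8% of the variance and placed si-SUV39H1 replicates 1 and 3 at -34.4 and -32.6, control replicate 2 at -7.6, si-SUV39H1 replicate 2 at 10.8, and control replicates 1 and 3 at 15.7 and 48.0. The order along this component therefore did not separate the groups. EGA genes could not be picked out, since gene symbols are not in the files analysed here. From its RNA-seq comparison and its qPCR measurements, the paper concludes that the miR-125b/SUV39H1 axis can alter EGA.

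**Figure D3:**
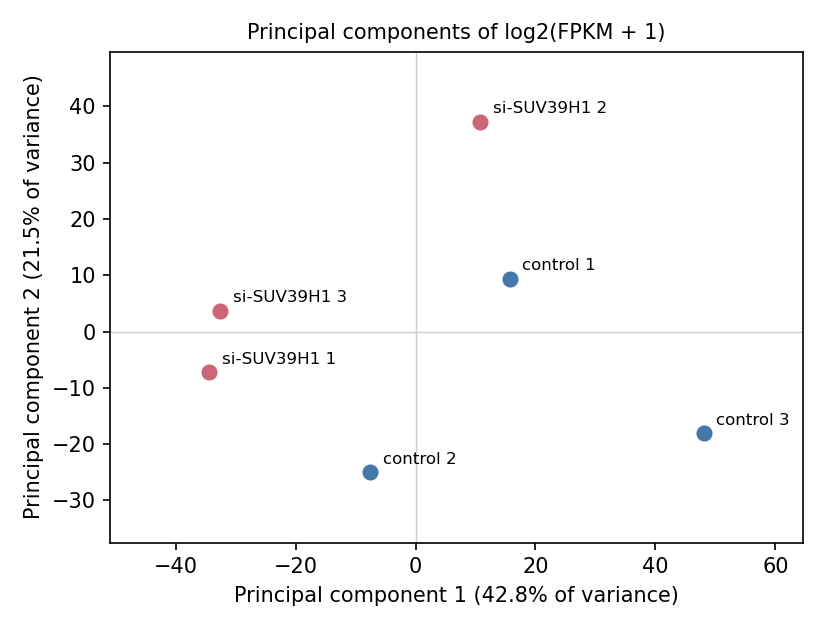
First and second principal components of log2(FPKM + 1) over the 10505 tested genes, holding 42.8% and 21.5% of the variance, with each point a sample (blue, control; red, si-SUV39H1). The si-SUV39H1 replicate 2 lies at 10.8 on the first component, between control replicates 2 and 1.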

In this study, we used RNA-seq and qPCR analyses to confirm that the miR-125b/SUV39H1 axis could alter EGA. In addition to SUV39H1, other miR-125b target genes, including RYBP and ACVR2A/SMAD2, can regulate EGA or reprogramming. However, this topic will require elucidation in future studies. 

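In the RNA-seq comparison at the 8-cell stage, a count free of any model asked which genes separated all samples of the groups. Of the 10505 genes tested, 1143 had a higher FPKM in each of the 3 si-SUV39H1 samples than in each of the 3 control samples, and 438 had a lower FPKM in each. For a single gene, such a separation of 3 samples from 3 has an exact permutation p-value of 0.1, the smallest possible. Few genes were absent in a whole group and also reached a set level in every sample of the other. With an FPKM of 0 in all control samples, 30 genes reached at least 0.1 in all si-SUV39H1 samples, and 7 genes showed the opposite. Without that level and without the filter, 1310 genes had a mean FPKM of 0 in control and above 0 in si-SUV39H1 embryos. Over all listed genes, without the filter on low values, the separated genes numbered 1773 higher and 589 lower. After quantile normalization these counts within the filter were 717 and 910, the largest move in the balance of directions. That normalization removes any shift shared by most genes, whatever its source, so the move does not show that the excess is technical. Leaving out a replicate also mattered for the tested genes. In limma, 43 genes were higher and 9 lower at an adjusted p-value threshold of 0.05 when si-SUV39H1 replicate 2 was left out, against 0 and 0 with all samples. Since no gene passed the threshold with all samples, none is listed by its identifier. The paper takes the comparison of the transcriptomes as evidence for several genes downstream of SUV39H1, which it followed by qPCR (Fig. 6).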

Moreover, our comparison of the transcriptomes of wild-type and si-SUV39H1 SCNT embryos led to the identification of several downstream genes. Among these genes, we confirmed that *HNF1B*, which encodes a protein responsible for ICM morphology and blastocoel formation (28), was affected by the miR-125b/SUV39H1 axis during EGA. Unsurprisingly, the depletion of *HNF1B* during NT reprogramming caused development defects similar to those observed with miR-125b deletion. We conclude that HNF1B may act downstream of miR-125b/SUV39H1 during NT-mediated reprogramming.

In summary, we clearly demonstrate that miR-125b regulates the developmental capacities of bovine preimplantation SCNT embryos and affects both histone modification and heterochromatin relaxation. Briefly, miR-125b directly represses the SUV39H1 expression and H3K9me3-initiated heterochromatin deposition, and these changes play prerequisite roles for enhanced EGA. Moreover, we identified a downstream gene *HNF1B* that may be required to mediate the effects of the miR-125b/SUV39H1 axis on SCNT embryonic development, thus providing a possible explanation for the observed differences in the development capacities of the embryos. Taken together, our results not only reveal an important regulatory role for the miR-125b/SUV39H1 interaction in SCNT embryonic development but also identify a previously unknown link between miRNA, histone methylation, and EGA during NT-mediated reprogramming.

## Experimental procedures

### Donor somatic cell culture, nuclear transfer, and in vitro reconstituted embryo culture

Ovaries were collected from a local abattoir, placed in sterile saline at 20 °C, and transported to the laboratory within 4–6 h. *In vitro* oocyte maturation, enucleation, microinjection, and reconstructed oocyte fusion were performed in our laboratory according to previously described methods (40). After activation, the activated embryos were cultured in drops of 50 μl of modified oviduct synthetic fluid with amino acids (mSOFaa) medium supplemented with 8 mg/ml BSA under a humidified atmosphere with 5% CO_2_ in air at 38.5 °C until use. BFFs were derived from approximately 30-day-old fetuses and cultured in Dulbecco's modified Eagle's medium supplemented with 10% fetal bovine serum. Cells at passage 3–5 were used as donor cells. Serum deprivation was used to induce the G_0_/G_1_ phase.

### Embryonic transfer of miRNA, siRNA, and mRNA

The miRNA mimic, miRNA inhibitor, and bovine SUV39H1-specific siRNA were diluted in nuclease-free water to final concentrations of 800 nm, 25 μm, and 16 μm, respectively. SCNT-generated embryos were injected with 10 pl of siRNA/miRNA at 8–9 h after activation (*i.e.* the pronuclear/one-cell stage).

SUV39H1, KDM4A, KDM4B, and GFP cDNAs were cloned into T7-driven vectors and synthesized using the mMESSAGE mMACHINE T7 Ultra Kit (Life Technologies, Grand Island, NY) according to the manufacturer's instructions. The storage concentration of each mRNA was optimized to 800 ng/μl. The integrity of the manufactured mRNA was confirmed by electrophoresis with formaldehyde gels. SCNT-generated embryos were injected with 10 pl of mRNA at 8–9 h after activation. GFP mRNA was used as a control.

### In vitro fertilization

A 50-μl sperm suspension (2 × 10^6^ spermatozoa/ml) was added to 20–25 cumulus–oocyte complexes (COCs) in a 50-μl microdrop of the BO-IVF medium (IVF Bioscience, Falmouth, UK) under mineral oil. After 16 h of *in vitro* fertilization, cumulus cells and redundant spermatozoa were dispersed from the zygotes with phosphate-buffered saline (PBS) supplemented with 0.1% bovine testicular hyaluronidase, and then the zygotes were transferred to be cultured in mSOFaa with 8 mg/ml BSA until use.

### RNA isolation, reverse transcription PCR (RT-PCR), and qPCR

Total RNA was isolated from SCNT embryos (*n* = 10 embryos/pool) using the Cells-to-Signal™ kit (Ambion Co., Austin, TX) according to the manufacturer's instructions. The M-MLV RT reagent included in the kit was used for reverse transcription. Quantitative PCR was performed on an ABI StepOnePlus PCR system (Applied Biosystems, Foster City, CA), and the results were normalized to GAPDH mRNA levels. Data are expressed as FC = 2^−ΔΔCt^. The primer sequences used for qPCR are listed in supplemental Table S1.

miRNA samples (*n* = 50 embryos/pool) were isolated using the miScript Single Cell qPCR Kit (Qiagen, Hilden, Germany) and reverse transcribed using a miScript II RT kit (Qiagen). Mature miRNA expression was quantified using a miScript SYBR Green PCR kit containing 10× miScript Universal Primer (Qiagen), according to the manufacturer's instructions. U6 was quantified and used as an internal control to normalize miRNA expression levels.

### RNA-seq and library construction

Twenty 8-cell embryos for control and the si-SUV39H1-injected group were directly lysed and used for cDNA synthesis using the SMARTer® v4 Ultra^TM^ Low RNA kit for Illumina® sequencing (Clontech), according to the manufacturer's protocol.

The quality-ensured RNA-seq libraries were pooled and sequenced on HiSeq 2500 platform with 100- or 150-bp–paired end modes (sequenced by Novogene). Sequencing reads were aligned to the bovine reference genome (UMD 3.1) with the Tophat software and fragments per kilobase of transcript per million mapped reads (FPKM) of each gene was calculated using Cufflinks. 

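FPKM divides the fragments of a gene by the length of its transcripts and by the number of mapped fragments in the library, so the deposited values no longer hold the depth of sequencing as such. Low values nevertheless fell on plain steps, because a gene with very few fragments can take only whole multiples of the value of 1 fragment. For genes with FPKM below 0.3 in both samples compared, the most frequent ratio between samples gave the relative depth. With control replicate 1 set to 1, the relative depth was 0.906 in control replicate 2, 1.003 in control replicate 3, and 1.088, 1.108 and 0.856 in si-SUV39H1 replicates 1, 2 and 3. The group means were 0.97 ± 0.055 (SD, n = 3) for control and 1.02 ± 0.14 (SD, n = 3) for si-SUV39H1, not apart beyond the spread of the libraries (exact permutation test, p = 0.6). The deepest and the shallowest libraries were thus both si-SUV39H1. The absolute number of fragments per library is not in the files analysed here, and neither is the read length used for each library. The 10 genes with the highest FPKM held between 15.88% and 16.95% of the summed FPKM in the control libraries and between 12.01% and 15.34% in the si-SUV39H1 libraries.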

The RNA-seq data have been deposited in Gene Expression Omnibus under the accession number GSE99072.

### Immunoblot analysis

Embryos (*n* = 200 embryos per pool) were lysed in radioimmune precipitation assay buffer, and proteins were separated on 10–15% polyacrylamide gels at 150 V for 70–90 min. Subsequent PVDF membrane transfers were performed at 250 mA for 50 min at 4 °C. After the transfer procedure, membranes were incubated for 1 h in blocking buffer (Tris-buffered saline, pH 7.4 (TBS), with 0.1% (v/v) Tween 20 and 5% (w/v) nonfat milk at room temperature) followed by incubation overnight with one of the following primary antibodies in blocking buffer on a rotating shaker at 4 °C: anti-H3K9me3 (1:300 dilution; Abcam, Cambridge, UK) and anti-GAPDH (1:1000 dilution; TransGen Biotech, Beijing, China). The membranes were then washed and incubated with a horseradish peroxidase-conjugated anti-rabbit-IgG secondary antibody at (1:500 dilution; Thermo Scientific, Waltham, MA) for 1 h at room temperature. Immunoreactive proteins were visualized by autography with the SuperSignal West Pico Chemiluminescent substrate (Thermo Scientific, Rockford, IL). The protein concentrations of BFF lysates were measured using the bicinchoninic acid method. The protein separation, blotting, and visualization procedures were performed as described above.

### Immunofluorescence analysis

Zona pellucida-free embryos were washed 3 times in PBS, fixed in freshly prepared 4% paraformaldehyde in PBS, permeabilized in 1% Triton X-100 in PBS, and incubated in blocking solution (1% bovine serum albumin in PBS) for 1 h. For immunolabeling, the embryos were incubated overnight at 4 °C with an anti-H3K9me3 antibody (1:800 dilution; ab8898, Abcam) followed by 3 washes with PBS and a 1-h incubation with a FITC-labeled goat anti-rabbit IgG (1:1000 dilution; Beyotime, Shanghai, China) secondary antibody. The samples were then washed and counterstained with 4,6-diamidino-2-phenylindole (DAPI; Beyotime) to label DNA. Fluorescence was analyzed using a Nikon Eclipse Ti-S microscope equipped with a 198 Nikon DS-Ri1 digital camera (Nikon, Tokyo, Japan).

The cell numbers in blastocysts were estimated by counting nuclei stained using DAPI, and the number of TE cells was determined by counting nuclei positive for CDX2. The cell number of ICM was estimated as the total number of nuclei minus the number of TE nuclei (41, 42). The blastocyst was incubated with anti-CDX2 (1:200, BioGenex Inc., San Ramon, CA) for detecting the TE, and the secondary antibody was Alexa Fluor Cy3-labeled goat anti-mouse IgG (1:1000 dilution; Beyotime, Shanghai, China).

### Statistical analysis

The statistical analysis was performed using SPSS 13.0 for Windows (SPSS, Inc., Chicago, IL) and Excel (MicroSoft Corp., Redmond, WA). All data are presented as the means ± standard deviations and were analyzed using the two-tailed Student's *t* test for pairwise comparisons or an analysis of variance for multiple comparisons. A *p* < 0.05 (two-tailed) was considered statistically significant.

## Author contributions

Y. Z. and J. Z. designed and conceived the experiments. X. L., P. Q., Y. W., C. Z., and X. M. conducted the oocyte and embryo manipulations. J. Z. and M. W. conducted the molecular experiments. J. Z., J. L., and J. S. contributed to the bioinformatics analysis. J. Z. conducted the cell manipulations. Y. Z., Y. W., and J. Z. wrote the manuscript, and all authors reviewed the manuscript.

## Supplementary Material

Supplemental Data

# Supplementary material for: MicroRNA-125b is a key epigenetic regulatory factor that promotes nuclear transfer reprogramming
**Source:** J Biol Chem. 2017 Aug 9;292(38):15916–26. doi: 10.1074/jbc.M117.796771
**Supplement:** Supplemental Data

microRNA-125b is a key epigenetic regulatory factor that promotes nuclear transfer reprogramming — MicroRNA-125b is a key epigenetic regulatory factor that promotes nuclear transfer reprogramming — miR-125b facilitates nuclear transfer reprogramming — Supplemental Data 

# MicroRNA-125b is a key epigenetic regulatory factor that promotes nuclear transfer reprogramming

## Supplemental Data

- Supplemental Data (.docx, 2.9 MB) - Supplemental Tables and Figures

# Supplementary material for: MicroRNA-125b is a key epigenetic regulatory factor that promotes nuclear transfer reprogramming
**Source:** J Biol Chem. 2017 Aug 9;292(38):15916–26. doi: 10.1074/jbc.M117.796771
**Supplement:** Supplemental Data

**microRNA-125b is a key epigenetic regulatory factor that promotes nuclear transfer reprogramming**

Jingcheng Zhang^a†^, Pengxiang Qu^a†^, Chuan Zhou^a^, Xin Liu^a^, Xiaonan Ma^a^, Mengyun Wang^a^, Yongsheng Wang^a,1^, Jianmin Su^a^, Jun Liu^a^, Yong Zhang^a,1^

*

Supplemental Table S1

Supplemental Figure S1

Supplemental Figure S2

Supplemental Figure S3

Supplemental Figure S4

Supplemental Figure S5

Supplemental Figure S6

**Table S1. Primer information**

| Name | Sequence（5‘-3’） |
| --- | --- |
| qbta-miR-125b F* | GCGGTCCCTGAGACCCTAAC |
| U6 F* | CGCTTCGGCAGCACATATAC |
| autosomal satellite F | TGGAAGCAAAGAACCCCGCT |
| autosomal satellite R | TCGTGAGAAACCGCACACTG |
| SUV39H1 F | CATAGACAACCTTGATGAGCG |
| SUV39H1 R | GCAGGATTCAGTCCCACAC |
| GAPDH F | CTGGAGAAACCTGCCAAGTATG |
| GAPDH R | GAGTGTCGCTGTTGAAGTCGC |
| HNF1B F | CTGCAGTGACGCAGCTACAGAAC |
| HNF1B R | ACCACCATCGCAGATGGAAAC |
| LIN28 F | AGACAGGTGCTACAACTGTGGAG |
| LIN28 R | GGCAGAGCTATGGATCTCTTCTT |
| SEBOX F | CCCACCCTTATTCCCACGA |
| SEBOX R | GCAGAGTGAGGAGCCAGACA |
| KLF4 F | CTGCTCACGACTTTCCCTTG |
| KLF4 R | GCAAACTTCCACCCACAACC |
| RPL23 F | CTGACAACACAGGAGCCAAAA |
| RPL23 R | ATCACCATGTCACCCACACC |
| CDC2 F | GGGTCAGCTGGCTACTCAAC |
| CDC2 R | AGTGCCCAAAGCTCTGAAAA |
| HSPA1A F | GGGGAGGACTTCGACAACAGG |
| HSPA1A R | CGGAACAGGTCGGAGCACAGC |
| UBE2A F | GGGCTCCGTCTGAGAACAACATC |
| UBE2A R | CATACTCCCGCTTGTTCTCCTGG |
| HOXB4 F | GGCGACCATTACCTCGACA |
| HOXB4 R | CAGGAATGAGGGACAAAGAAAGA |
| UBTFL1 F | ATGAAGGAGGGAAACAGACACC |
| UBTFL1 R | GGAGAAGAGCACACACAGGTAAAA |
| SLC8A2 F | ACTAACAGCCTTCACTCTT |
| SLC8A2 R | GAACATAGACAGTAACGAACA |
| ZSCAN5B F | AGGTTTGGCTTTGTATCAGTGGTT |
| ZSCAN5B R | GGCACAGGTCTCTCTCATCGT |
| DDB2 F | TGGCATAAAGGACAAACCTACCT |
| DDB2 R | GACCACCACTCGGCTTTTG |
| CXCL6 F | CCACCACACCGGGAATTC |
| CXCL6 R | TCCCGCGGCGATCAC |
| KDM4A F | GTGTTCAGCCAATGCCCTGGAA |
| KDM4A R | AGCCTTACCACCTCACACTGGT |
| KDM4B F | CCGTGAAGTGTGGCCATCCCT |
| KDM4B R | ACGTCTGCCGTGGCTTCCAC |
| KDM4D F | AGTTGGCAGATGTGGTTCTC |
| KDM4D R | GATTGTCCATCCGTCCCTC |

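The forward primer for bta-miR-125b can be read against the mature miRNA drawn in Fig. 3A. Of its 20 bases, 16 equal the 5′ end of the 22-base miRNA, with T in place of U, and 4 added bases lie at the 5′ end of the primer. With a universal reverse primer shared by all miRNA assays, the forward primer alone selects the miRNA that is measured.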

* The reverse primer for qPCR experiments of miRNAs is a universal primer provided by the miScript II RT Kit (QIAGEN).

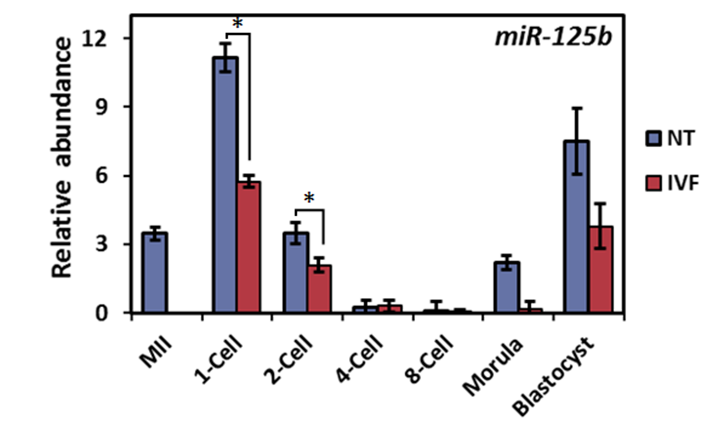

**SUPPLEMENTAL FIGURE S1.** qRT-PCR results showing the relative abundance of miR-125b in IVF/ NT-embryos. Values shown are normalized to U6 expression. Error bars indicate the SEM.

**
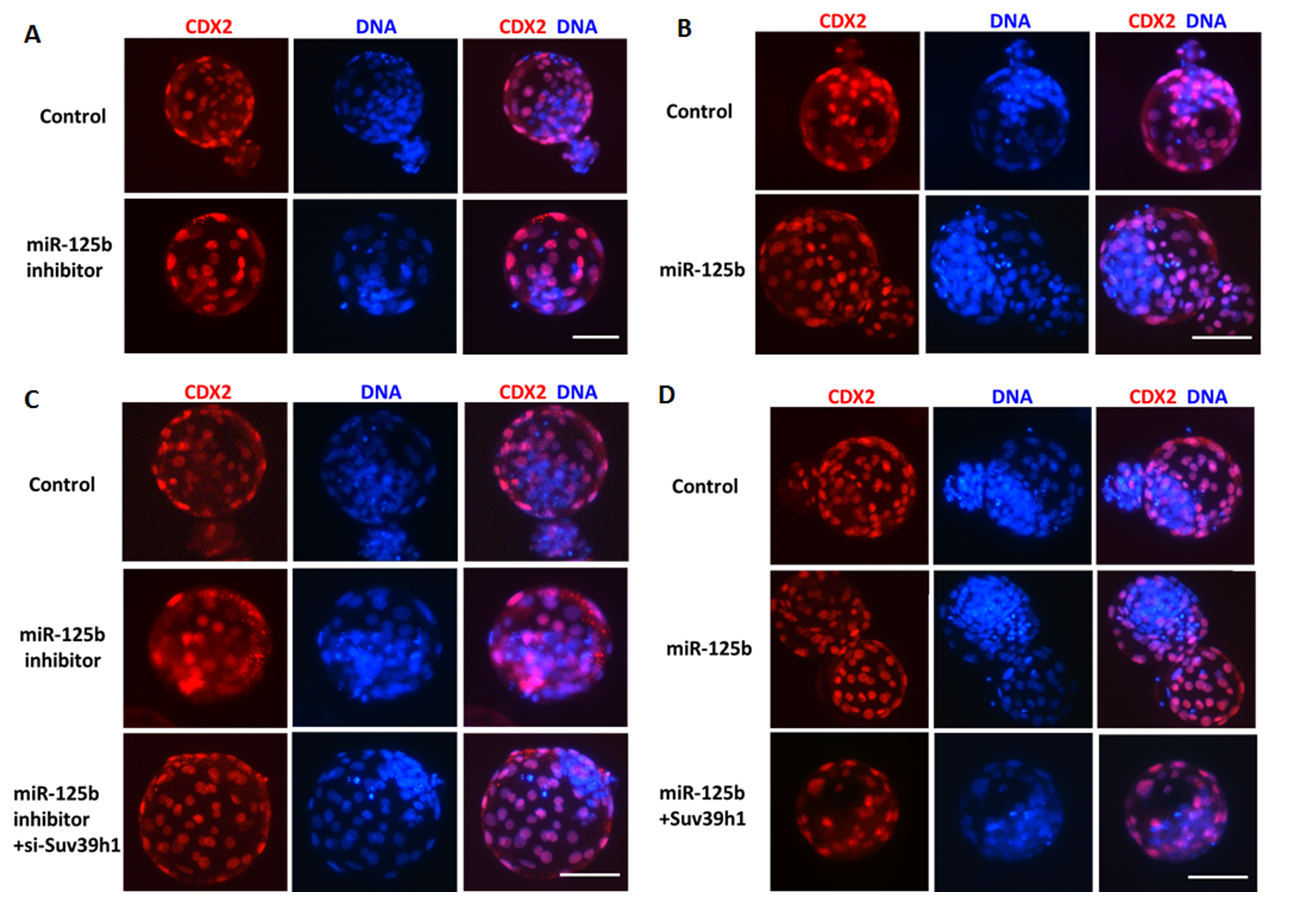
**

**SUPPLEMENTAL FIGURE S2.** Representative images of labeling of inner cell mass and trophectoderm cells. Blastocysts were harvested at day 8 and subjected to differential immunofluorescence. Blue: DAPI staining (all nuclei); red: CDX2^+^ cells (labeled with mouse anti-CDX2 and Cy3 anti mouse IgG). Trophectoderm cells were labeled with DAPI and anti CDX2 while inner cell mass cells were labeled with DAPI only. Related to Figures 1 and 5.

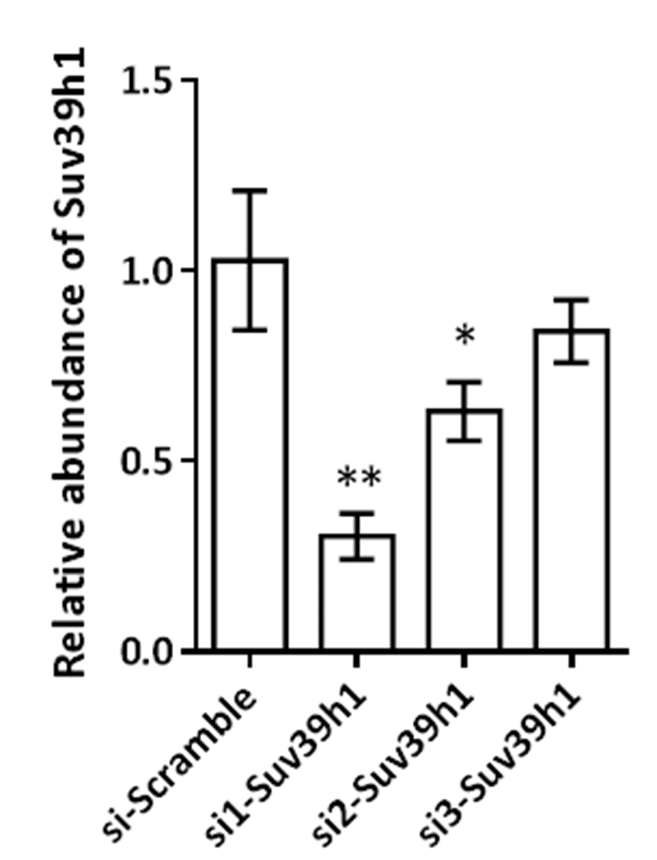

**SUPPLEMENTAL FIGURE S3.** qPCR analysis of si-Suv39h1 knockdown efficiency. 1-Cell SCNT embryos were injected with Suv39h1 siRNA or negative control siRNA. Embryos were then sampled at 44 hpi (n = 3 pools of 12 embryos each per treatment) for qPCR analysis. Data shown are mean expression values relative to GAPDH. Efficiency Error bars indicate SEM.

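Knockdown efficiency is the fall in target mRNA after siRNA injection relative to embryos injected with a negative control siRNA. It was measured here by qPCR on pools of embryos with GAPDH as the reference transcript, which corrects for the amount of RNA recovered from each pool. The RNA-seq tables identify genes by Ensembl identifier only, and no annotation that links identifiers to gene symbols was used here. The level of SUV39H1 in the sequenced libraries was therefore not set beside this measurement.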

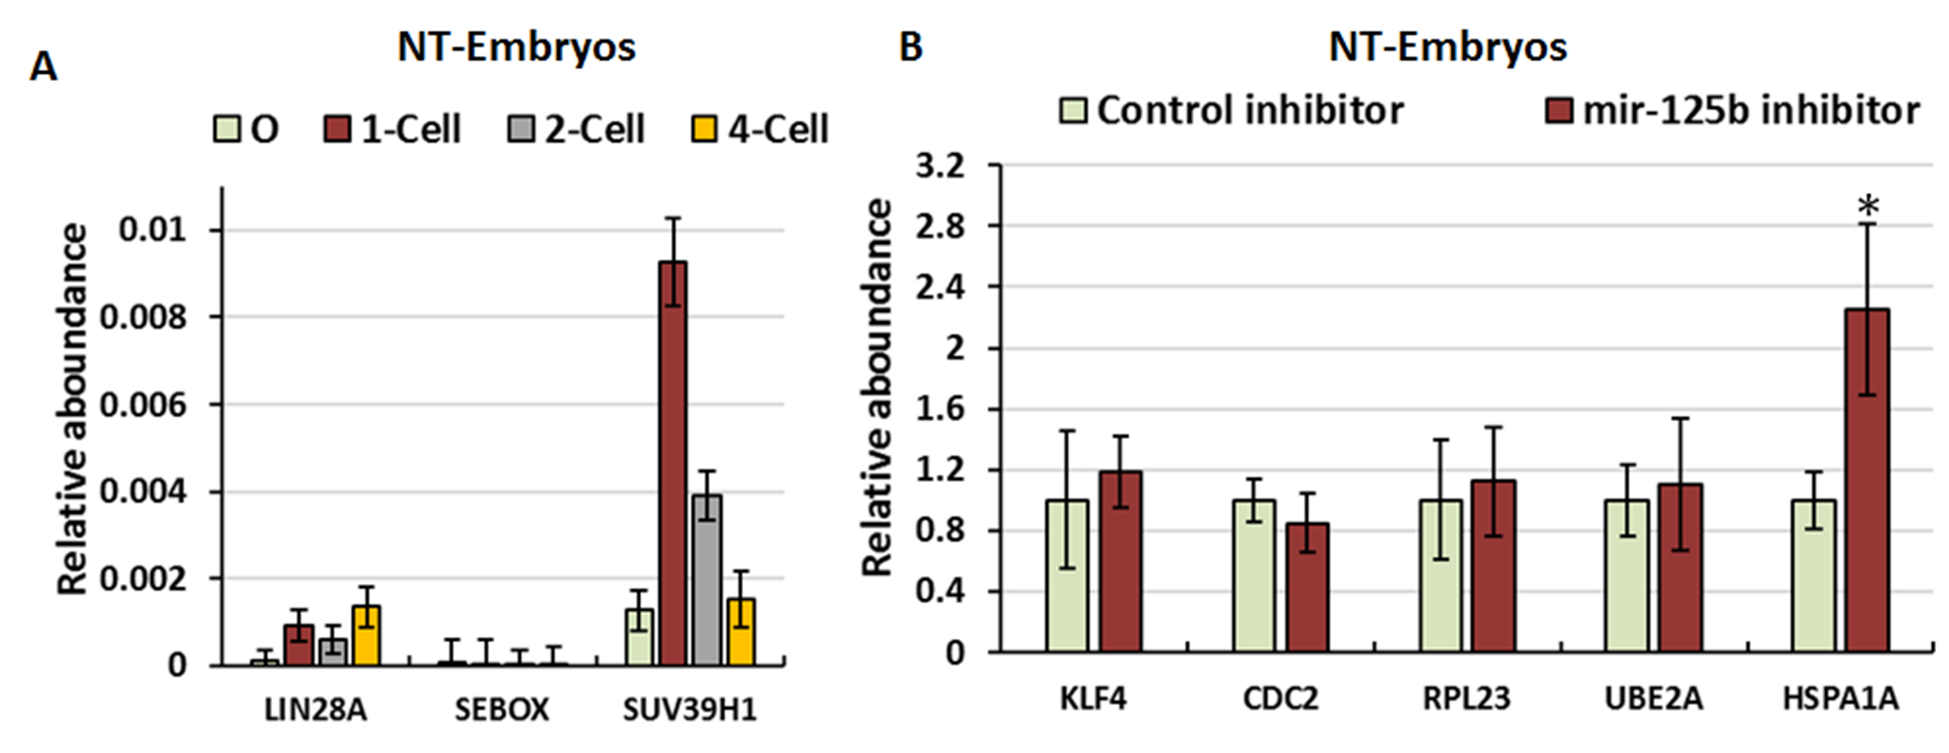

**SUPPLEMENTAL FIGURE S4.** A. qPCR analysis the target-gene abundance of miR-125 during the early stage of SCNT embryos. B. qPCR analysis the downstream genes of miR-125/LIN28/SEBOX pathway during the EGA stage of SCNT embryos.

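Abundance in these plots is a relative quantity. The qPCR signal of each transcript is divided by that of GAPDH in the same sample and then followed across stages, so it shows how a transcript changes over development and not its number of copies. The RNA-seq libraries cover the 8-cell stage only, so they hold no such course over the stages.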

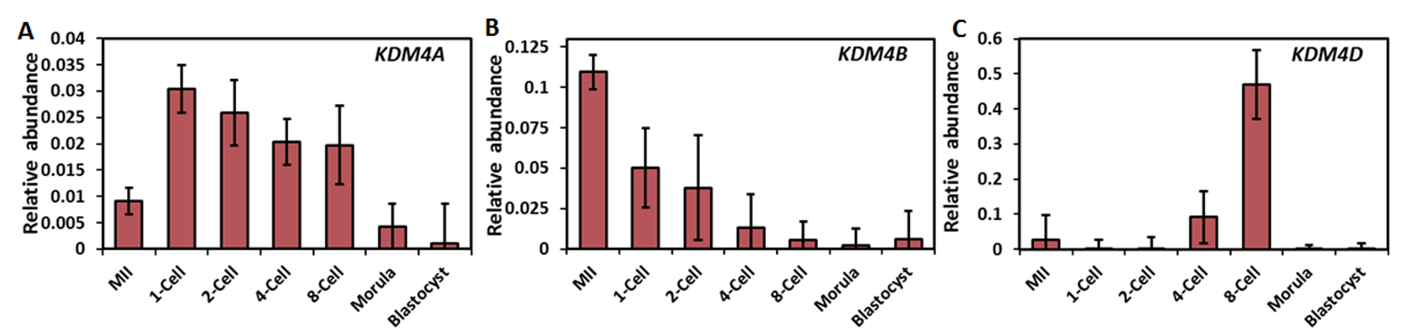

**SUPPLEMENTAL FIGURE S5.** qPCR analysis the relative abundance of KDM4A(A), KDM4B(B) and KDM4D(C) during the early stage of SCNT embryos. The GAPDH expression level was set to 1.0. Bars indicate the SEM.

**
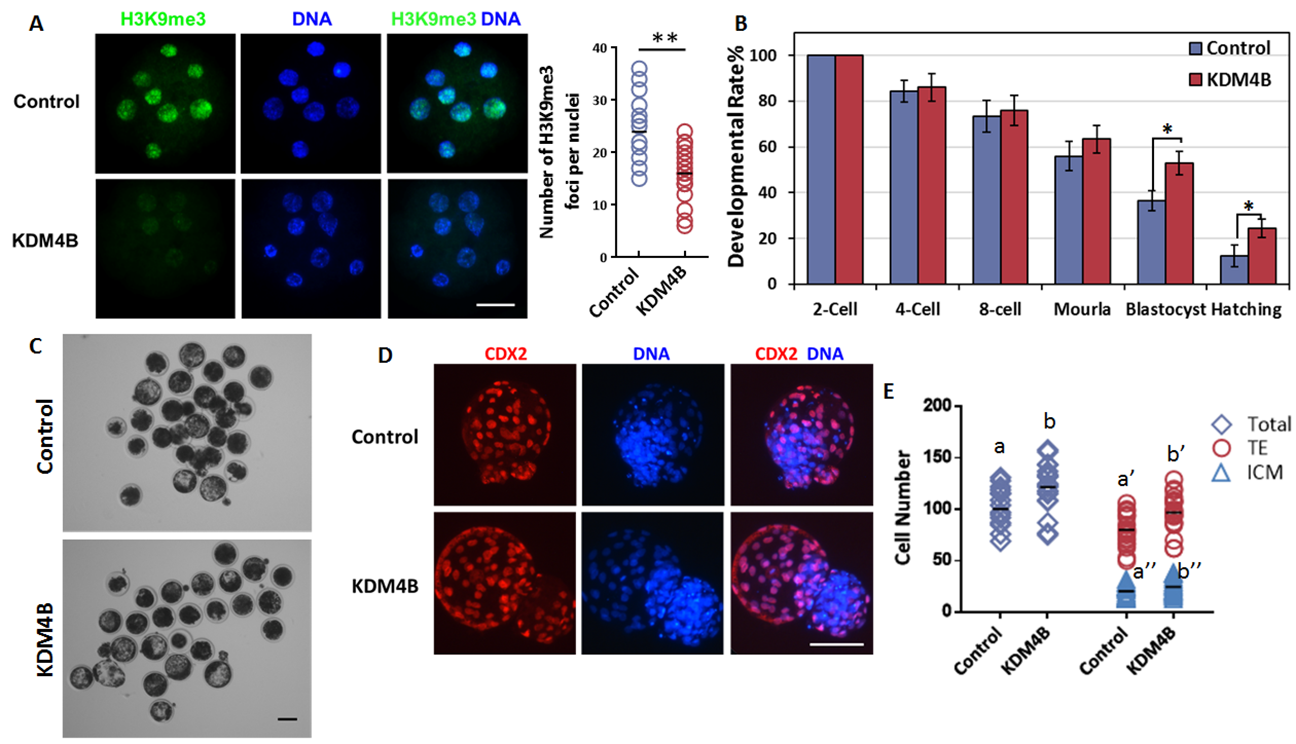
**

**SUPPLEMENTAL FIGURE S6.** Injection of bovine KDM4B mRNA improves developmental potential of bovine SCNT embryos.

1. Injection of KDM4B can reduce H3K9me3 mark in 8-cell SCNT embryos. Scale bars = 100 μm
2. KDM4B mRNA injection improves development of bovine SCNT embryos. Shown is the percentage of embryos that reached the indicated stages. Error bars indicate SD.
3. Representative images of control and KDM4B-injected SCNT-embryos at 8 days post-activation. Scale bar = 150 μm.
4. KDM4B mRNA injection improves SCNT-blastocyst quality. Immunostaining of CDX2 (red) and DAPI (blue) in blastocysts developed from control and KDM4B injeced. Scale bars = 100 μm.
5. The plot graph shows the total; ICM and TE cell numbers of control and KDM4B-injected somatic cell NT-embryos. Different characters a, b (total), a’, b’ (TE), or a’’, b’’ (ICM) above plots indicate significant differences (P < 0.05).

How the deposited data were processed for this re-analysis (not part of the article)

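RNA-seq libraries of control and si-SUV39H1 SCNT embryos at the 8-cell stage were analyzed, with 3 libraries in each group, numbered 1 to 3 in the labels. Samples were assigned to groups from the sample labels and the methods, in which KMT1A and SUV39H1 name the same gene. The authors aligned the reads to the bovine genome build UMD 3.1 with Tophat and calculated FPKM per gene with Cufflinks, and the deposited tables hold these FPKM values for 24616 genes by Ensembl identifier. The authors' versions of these programs, gene annotation and filters are not stated. FPKM is already divided by transcript length and by the number of mapped fragments, so tests for counts were not used.

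From the FPKM values, log2(FPKM + 1) was computed, and the 10505 genes with an FPKM of at least 1 in at least 3 of the 6 samples were kept. Fold changes, standard errors and p-values came from limma 3.58.1 in R 4.3.3, with lmFit on condition alone and eBayes with an intensity trend, and p-values were adjusted by the Benjamini-Hochberg method at a threshold of 0.05. Genes with at least 2 times higher or lower mean FPKM were counted from (mean FPKM + 1), without a test. Genes higher or lower in every si-SUV39H1 sample were counted from the lowest and highest FPKM of each group. Sample values such as the number of genes with an FPKM of at least 1 were compared with an exact permutation test, whose smallest p-value for 3 samples against 3 is 0.1. These steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.

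Depth is not in the files as a count. Relative depth was read from the steps of low values, as the most frequent ratio among genes with FPKM below 0.3 in both samples compared, in bins of 0.01 on the log2 scale, and between 192 and 230 genes lay at the step in each comparison. It ran from 0.856 to 1.108 of control replicate 1. The relative depth calculation and the limma fit were both tested on simulated data with known answers. In the simulation with the spread of the real samples, limma recovered 77% of 200 genes changed by 2 and 93.5% of 200 genes changed by 3 on the log2 scale, with 13 and 4 unchanged genes also past the threshold. It recovered 0% of 200 genes changed by 1.

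The alternatives were a pseudocount of 0.1, no filter on low values, an FPKM of at least 1 in all 6 samples, quantile normalization, scaling each sample to a sum of 1000000 as for TPM, the replicate number as a block, eBayes without a trend, other thresholds, and leaving out each replicate in turn. These and the main settings were fixed before the processed files arrived. Counts of genes with unadjusted p-values under the other settings were added after seeing the data, because no gene passed the adjusted threshold. Other splits of the 6 samples into 3 and 3 were fitted in the same way.

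Genes were to be named if the paper names them and the files list them, or if they were among the 10 largest changes up and the 10 largest down of the genes past the adjusted threshold that also separate every sample of the groups. No gene met the second condition. Gene symbols, gene coordinates and a reference annotation are not in the files analysed here, so SUV39H1, the other genes the paper names, marker gene sets, transcription factor families and Gene Ontology categories were not analysed, and neither were gene length or GC content. The qPCR, luciferase, immunostaining and embryo development experiments have no sequencing files and were left out.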

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

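The paper reports on up-regulated genes only, and counts in the opposite direction were flagged. A lower FPKM in every si-SUV39H1 sample than in every control sample was found for 438 genes, and 36 genes had a mean FPKM plus 1 at least 2 times lower. Without ties, every gene separates exactly 1 of the 10 splits of the samples into 3 and 3. By ranks alone, the average split thus holds a share of 0.1 of the 10505 genes, divided over 2 directions. The 438 genes do not exceed that average. In limma, 0 genes were lower at an adjusted p-value threshold of 0.05. Lower was the direction with fewer genes in the split by condition. Of the 10 splits of the 6 samples into 3 and 3, 2 had at least 438 genes in the direction with fewer genes, the split by condition included. A looser count, in which the larger direction of another split also qualified, gave 6 splits. With 10 splits no such share can fall below 0.1, so the design cannot tell the 438 genes apart from an arbitrary division of the samples, whichever count is used. A difference in the scale of FPKM between samples was examined by quantile normalization, after which 910 genes were lower in every si-SUV39H1 sample. Since most genes were higher in si-SUV39H1 embryos as deposited, this normalization lowers the si-SUV39H1 values of most genes, and a rise in the number was to be expected from the method alone. It therefore cannot show whether the scale is a source of these genes. These predictions were written after the number of lower genes had been seen. Transcript length, GC content and reads shared between gene copies could not be tested without an annotation. Lower expression after the knockdown remains a hypothesis that these samples cannot separate from chance. Groups of 3 samples were too small to test for outlying samples.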

How the results depend on the processing

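The settings and alternatives were fixed before the processed files arrived, except the counts at unadjusted p-values under other settings, which were chosen after seeing the data. The difference in the number of detected genes kept its direction under all 9 alternatives, from 293.8 to 834.8 genes across the 6 comparisons that each left out 1 replicate. The exact permutation test cannot give a p-value below 0.1 here. With TPM scaling it reached that minimum (a difference of 619.3 genes, exact permutation test, p = 0.1), as every si-SUV39H1 sample, from 11309 to 11623 genes, lay above every control sample, from 10212 to 11284. The counts of 0 up-regulated and 0 down-regulated genes in limma did not change with the pseudocount of 0.1, without the filter, with the stricter filter, with quantile normalization, with TPM scaling, with the replicate block (0 and 0) or without the trend.

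At an unadjusted p-value threshold of 0.05 the counts were 861 up and 185 down, and 272 and 38 with a change of at least 2 times as well. Across the 6 fits that each left out 1 replicate, up-regulated genes at the adjusted threshold ran from 0 to 43 and down-regulated genes from 0 to 9, and both highest values came without si-SUV39H1 replicate 2. That replicate lies farthest from the rest of its group. However, the median standard error without it was 0.349. It was lower without control replicate 2 (0.334) or 3 (0.321), and both of those fits gave 0 genes. In the remaining fits with a replicate left out it was higher, from 0.355 to 0.395. The median spread therefore does not account for the 43 genes, and their source was not tested.

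At the unadjusted threshold, quantile normalization gave 517 higher and 510 lower genes. The lower genes numbered 316 without the filter and 108 with the replicate block. Leaving out each replicate in turn gave from 382 to 1309 higher and from 72 to 455 lower genes.

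The main counts of genes at least 2 times higher (276) and lower (36) used mean FPKM plus 1. They were 631 and 92 with a pseudocount of 0.1, and 3798 and 1603 with no pseudocount and no filter. After quantile normalization they were 156 and 93, and at a threshold of 1.5 times 1467 and 324. Without the filter, 56 genes were lower. Leaving out each replicate in turn gave from 199 to 589 higher and from 34 to 154 lower genes. The rise to 3798 came with the pseudocount and the filter removed together. Without the filter but with a pseudocount of 1, 324 genes were higher, and 705 of the 3798 lay within the filter. Of the 3798 genes, 76.0% had a mean FPKM below 1 in both groups, where a few fragments decide the ratio.

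Genes higher in every si-SUV39H1 sample numbered 1143 as deposited, 1773 without the filter and 717 after quantile normalization, and genes lower in every sample rose from 438 to 910 with that normalization. Quantile normalization gives all samples the same distribution of values and so removes any shift shared by most genes, whether technical or biological.

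The depth per library is known only as a ratio. With 3 samples per group and this spread, 0% of simulated changes of 1 on the log2 scale were recovered when 200 genes were changed. Adjusted p-values depend on how many genes change. The simulation therefore does not show that changes of that size would be missed if many more genes changed. For detected genes, the alternative restricted to genes flagged as well quantified was not run, since the files hold no flag. The alternatives for SUV39H1, the other genes the paper names and transcription factor families were not run because gene symbols are not in the files analysed here, and those for genes named by rank were not run because no gene met the rule.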

Differences from the paper's values

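The paper reports 3144 up-regulated genes in SUV39H1-knockdown embryos, and states no test or threshold for this count in particular. Its general statistics section names a 2-tailed Student's t test for pairwise comparisons, with p below 0.05 taken as significant. Whether that test gave the 3144 genes is not stated, and it was not run here. In limma with an adjusted p-value threshold of 0.05, the count was 0. It stayed at 0 with a pseudocount of 0.1, without the filter on low values, with an FPKM of at least 1 in all 6 samples, with quantile normalization, with TPM scaling, with the replicate block, without the intensity trend and with an added threshold of 2 times. It was 861 at an unadjusted p-value threshold of 0.05, 272 when a change of at least 2 times was also required, and at most 43 with a replicate left out. None of these alternatives, all set before the files arrived, came within 1.5 times of the paper's 3144.

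Counted by fold change alone, 276 genes within the filter had a mean FPKM plus 1 at least 2 times higher in si-SUV39H1 embryos, against the paper's 3144 up-regulated genes. By mean FPKM with no pseudocount, 705 genes within the filter were at least 2 times higher. Of the alternatives set before the files arrived, the ratio of mean FPKM with no pseudocount and no filter gave 3798 higher and 1603 lower genes. It was the only setting within 1.5 times of the paper's count. Of these 3798 genes, 1310 had a mean FPKM of 0 in control, so their ratio has no finite value. The other settings gave 631 with a pseudocount of 0.1, 324 without the filter, 156 with quantile normalization and 390 with TPM scaling. They gave 1467 at a threshold of 1.5 times, and from 199 to 589 with each replicate left out in turn.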

Other observations

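The split of the samples by condition was not the one with the largest difference. In the limma fit at an adjusted p-value threshold of 0.05, the split by condition gave 0 genes. All 10 of the 10 splits of the 6 samples gave as many, which a count of 0 fixes in advance, so this share decides nothing. The split of control replicates 1 and 3 and si-SUV39H1 replicate 2 from the other 3 samples gave 40. At an unadjusted threshold of 0.05, 2 of the 10 splits gave as many genes as the 1046 of the split by condition, and that same split gave 2173. In the count of genes that separate every sample of both sides, 2 of the 10 splits reached the 1581 genes of the split by condition, and the same split reached 2760. With 10 splits the share cannot fall below 0.1. These comparisons were made after the counts had been seen. Relative depth was considered as a technical source. The 3 deepest libraries were control replicate 3 and si-SUV39H1 replicates 1 and 2. The split that sets them apart separated 648 genes, fewer than the split by condition. However, control replicates 1 and 3, on opposite sides of that cut, had nearly equal relative depths of 1 and 1.003. The comparison therefore cannot rule depth out as a source. The labels give no library date or sequencing run, and the read length of each library is not known, so an unrecorded batch could not be tested and cannot be ruled out. No biological explanation was tested for this split, because the design gives the samples no property that follows it.

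More genes were higher than lower in si-SUV39H1 embryos, 63.5% of those tested. Of the 10 splits, 4 had as large an excess in 1 direction. Several technical explanations were tested. After quantile normalization the larger of the 2 counts of separated genes was 1.27 times the smaller, with 910 lower and 717 higher, but this normalization removes a shift shared by most genes whatever its source, so it cannot show whether the excess is technical. The 100 highest genes took a larger share of FPKM in every control sample, with 0.81 percentage points between the lowest control and the highest si-SUV39H1 sample, which could leave less FPKM for all other genes in control. However, when each sample was scaled to its sum without those 100 genes, 60.3% of genes were still higher, so that share accounts for only a part of the excess. Without control replicate 3, 57.4% were higher, above the limit of 55% set for that replicate to be the source, though closer to an even balance. Depth did not follow the groups, since the lowest relative depth, 0.856, belonged to a si-SUV39H1 sample. The predictions on quantile normalization, on control replicate 3 and on the scaling without the 100 highest genes were written before those tests, and the others after the values had been seen. Scaling each sample to the same sum, as for TPM, left 65.9% of genes higher, so neither scaling removed the excess. A single scale factor per sample would also move the highest quartile of expression, where the median log2 fold change was -0.001. These values argue against such a factor for the tested genes. A shift of scale that varies with expression, or an arbitrary division of the samples, cannot be told apart from the excess. FPKM is scaled to the mapped fragments of each library, so it cannot measure a rise in total transcription. A broad rise in transcription after the knockdown remains a hypothesis that these values cannot test.

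The excess was also uneven across expression levels, with 72.4% of genes higher in the lowest quartile of mean expression and 49.8% in the highest, a difference of 22.6 percentage points. Of the 10 splits, 2 had a difference as large. Control replicate 3, which has the fewest detected genes, was tested as a source. Without it the difference fell to 10.1 percentage points, just above the 10 set beforehand as the limit, so a large part of the gradient rests on that sample. Both predictions were written before these tests, but after the 57.4% of genes higher without control replicate 3 was known. The gradient cannot be told apart from an arbitrary division of the samples.

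Genes switched fully on or off were most frequent in the split by condition. Counting genes with an FPKM of 0 in all samples of a side and at least 0.1 in all samples of the other, 37 genes were found between control and si-SUV39H1, of which 30 were present only in si-SUV39H1 embryos. Only 1 of the 10 splits, the split by condition itself, gave as many, but the next gave 36, and with 10 splits no smaller share is possible. The prediction was written before the other splits were counted. At these FPKM values a gene has few fragments, and none of the genes could be named.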
